# Spatially Annotated Single Cell Sequencing for Unraveling Intratumor Heterogeneity

**DOI:** 10.3389/fbioe.2022.829509

**Published:** 2022-02-22

**Authors:** Myrthe M. Smit, Kate J. Feller, Li You, Jelle Storteboom, Yasin Begce, Cecile Beerens, Miao-Ping Chien

**Keywords:** spatial transcriptomics, single cell sequencing, functional single cell sequencing, intratumoral heterogeneity, epithelial-to-mesenchym transition (EMT)

## Abstract

Intratumor heterogeneity is a major obstacle to effective cancer treatment. Current methods to study intratumor heterogeneity using single-cell RNA sequencing (scRNA-seq) lack information on the spatial organization of cells. While state-of-the art spatial transcriptomics methods capture the spatial distribution, they either lack single cell resolution or have relatively low transcript counts. Here, we introduce spatially annotated single cell sequencing, based on the previously developed functional single cell sequencing (FUNseq) technique, to spatially profile tumor cells with deep scRNA-seq and single cell resolution. Using our approach, we profiled cells located at different distances from the center of a 2D epithelial cell mass. By profiling the cell patch in concentric bands of varying width, we showed that cells at the outermost edge of the patch responded strongest to their local microenvironment, behaved most invasively, and activated the process of epithelial-to-mesenchymal transition (EMT) to migrate to low-confluence areas. We inferred cell-cell communication networks and demonstrated that cells in the outermost ∼10 cell wide band, which we termed the invasive edge, induced similar phenotypic plasticity in neighboring regions. Applying FUNseq to spatially annotate and profile tumor cells enables deep characterization of tumor subpopulations, thereby unraveling the mechanistic basis for intratumor heterogeneity.

## Introduction

Intratumor heterogeneity, both at the genetic and transcriptomic level, is commonly observed in various cancer types and complicates diagnosis and treatment (Gerlinger et al., 2012; Patel et al., 2014; Morrissy et al., 2017; Puram et al., 2017; Berglund et al., 2018). Rare populations of cells can contribute to increased tumor progression (Burrell et al., 2013; Patel et al., 2014), metastatic potential (Yachida et al., 2010; Navin et al., 2011) and therapy resistance (Sottoriva et al., 2013; Patel et al., 2014; Tirosh et al., 2016). Single-cell sequencing is key to characterizing the complexity of intratumor heterogeneity, but lacks information about functional properties and spatial organization of cells (Lawson et al., 2018). We have recently developed a functionally annotated transcriptomic profiling technique, called functional single cell sequencing (FUNseq), to study heterogeneous populations of tumor cells based on functional features (You et al., 2021). This technology uses live-cell imaging to identify cells with a phenotype of interest (e.g., cell migration or morphology), which can then be phototagged (*via* a photopatterned device) with a photoactivatable dye, isolated and subjected to single-cell RNA sequencing (scRNA-seq). Hence, FUNseq links phenotypic traits to gene expression profiles of rare subpopulations of tumor cells, thereby identifying the underlying mechanisms of intratumor heterogeneity. However, cells are currently labeled using a single dye, making it impossible to discern cells based on their spatial organization.

Here, we applied FUNseq to characterize intratumor heterogeneity in tumor subpopulations that are spatially located differently in an untransformed, mammary epithelial tumor model. We specifically focused on the epithelial-to-mesenchymal transition (EMT), as this is an important source for intratumor heterogeneity (Nieto et al., 2016). During EMT, epithelial cells gradually acquire a mesenchymal phenotype, thereby losing their cell-cell adhesion and cell polarity while gaining the ability to migrate and invade (Nieto et al., 2016; Pastushenko et al., 2018; Revenco et al., 2019). EMT can be induced by multiple stimuli, including various growth factors and a cell’s local microenvironment (Cook and Vanderhyden 2020). To illustrate, cells at the migrating front of tumors express higher levels of EMT marker genes than cells in the center (Puram et al., 2017). Recently, McFaline-Figueroa et al. (2019) made a similar observation using an *in vitro* tumor model, showing that untransformed MCF10A cells in the outer layer of a high-confluence patch of cells undergo EMT. However, the exact transcriptomic changes that cause this EMT are currently unknown. To identify the genes that drive the outward migration, one needs to profile the cells in the outermost layer of the cell patch (i.e., the invasive edge). This could be done by spatially annotating bands of cells before subjecting them to scRNA-seq, which enables specific characterization of the invasive edge.

Using a similar tumor model as McFaline-Figueroa et al., we applied FUNseq to profile MCF10A epithelial cells that were spatially located in the outer layer (∼1,000–1,500 μm bandwidth, ∼50 cell wide band) or the outermost layer (250 μm bandwidth, ∼10 cell wide band) of the cell mass. We demonstrated that cells in the outermost layer were progressing through EMT and induced similar phenotypic plasticity in neighboring regions. Using cell-cell communication network analysis, we also showed that the Ephrin, EGF and VEGF signaling pathways were involved in driving this invasive behavior. Our data indicates that FUNseq can spatially profile intratumor heterogeneity, thereby unraveling the underlying mechanisms for the observed phenotypic variations.

## Results

### FUNseq Can Spatially Annotate and Profile Cells With Desired Spatial Bandwidths

We applied FUNseq to profile spatial heterogeneity in an *in vitro* tumor model: untransformed, mammary epithelial MCF10A cells (Figure 1A). MCF10A cells expressing a GFP marker were seeded in a high-confluence, circular patch. After growing the cells for 6 days, cells at the leading edge of the patch acquired a spindle-like morphology and migrated to unoccupied areas of the dish (Supplementary Figure S1), indicating that they might have undergone EMT (Vuoriluoto et al., 2011).

**FIGURE 1:**
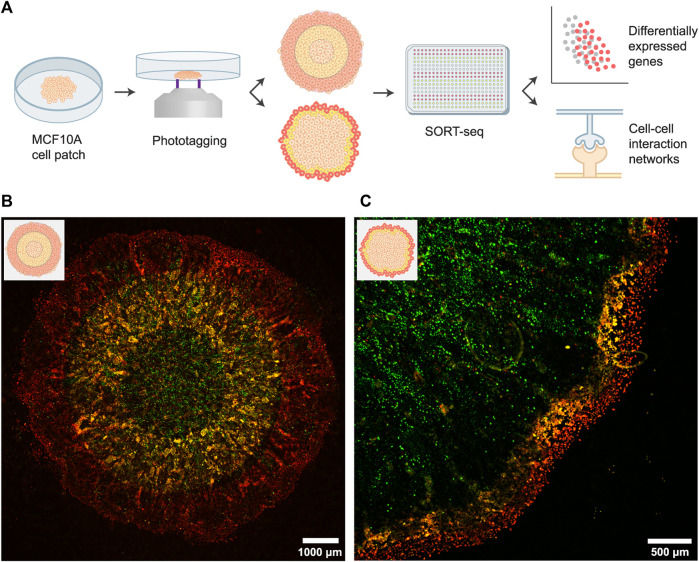
Spatially profiling an *in vitro* tumor model using the FUNseq technology. **(A)** Schematic depiction of the assay, cell labeling and scRNA-seq analysis. For the cell labeling (middle panel), we either phototagged concentric rings of equal width (top; 1,000–1,500 μm bandwidth) or 250 μm wide bands at the invasive edge (bottom). In both approaches, the outer population was labeled with JF646 phototagging dye (red) and the middle population was labeled with both JF549 and JF646 (yellow). **(B)** Patch of MCF10A cells expressing a GFP marker that was phototagged with the larger bandwidth. Green: GFP, yellow: JF549, red: JF646. **(C)** Phototagging the invasive edge of a MCF10A cell patch yields well-demarcated bands of cells.

Next, we imaged the cells using our custom-built Ultrawide Field-of-view Optical (UFO) microscope (You et al., 2021) and identified the outer, middle and inner regions (with a bandwidth of 1,000–1,500 μm) of the patch. Cells were first incubated with photoactivatable Janelia Fluor 646 (JF646) dye, after which we phototagged the outer one-third of the patch (Figure 1B; cells emit red fluorescence (λ_ex_: ∼650 nm, λ_em_: ∼665 nm) after photoactivation). Subsequently, we incubated cells with photoactivatable Janelia Fluor 549 dye (JF549) and phototagged the middle one-third of the patch (cells emit green fluorescence (λ_ex_: ∼550 nm, λ_em_: ∼570 nm) after photoactivation). Hence, cells in the middle ring were labeled with both dyes, as the cytoplasmic JF646 dye is retained within cells. Labeled populations were isolated by flow cytometry and sequenced using SORTseq, a plate-based, modified CEL-seq2 scRNA-seq technology (Hashimshony et al., 2016; Muraro et al., 2016).

A similar labeling strategy can be used to profile the invasive edge at a higher resolution. For this, we phototagged cells in the outermost layer (250 μm bandwidth, ∼10 cell wide band) of the patch with JF646 and we phototagged cells in the next 250 μm with both JF549 and JF646. Live-cell imaging of the labeled patches showed well-demarcated bands of cells (Figure 1C), validating that FUNseq can be used to annotate and isolate confined tumor regions with desired spatial bandwidth.

### FUNseq Identified Subtle Variations in Gene Expression Profiles Between Tumor Regions

To couple the observed phenotypic plasticity in the outer layer to underlying transcriptomic changes, tumor subpopulations were subjected to scRNA-seq. 

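MCF10A is an untransformed human breast epithelial cell line, and the patches phototagged with the larger bandwidth were cultured for 6 days before the cells of the 3 regions were sorted. Each replicate was 1 plate of 384 wells, sequenced by SORT-seq, which counts transcripts by unique molecular identifiers (UMIs). For each gene and well the authors deposited an expected count, which is the number of distinct UMIs corrected for UMIs drawn more than once, without scaling for depth. The aligner and the genome build are not given in the sources used here, so genes are placed by chromosome only. The plate of replicate 1 held 11709628 transcripts and that of replicate 2 held 12203397. The study's filter of 2000 to 9000 features and under 40% mitochondrial genes left 291 cells of replicate 1 and 271 of replicate 2, or 562 of 768 wells, against the paper's number of 743 analyzed transcriptomes. Among the changes made to this filter, dropping the mitochondrial limit moved the number most, to 653. The median depth of the cells that passed was 30520 transcripts in replicate 1 and 33757 in replicate 2. Spike-in rows were then left out and the counts of each cell were log-normalized to 10000. The values below are given per plate over the sorted cells of all regions together, since the region of each well was not analysed here. The regions need not have the proportions they have in the patch. Cells were not taken as replicates.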

We sequenced two biological replicates of patches phototagged with the larger bandwidth, yielding a total of 743 analyzed single cell transcriptomes (Supplementary Figure S2). Dimensionality reduction using Uniform Manifold Approximation and Projection (UMAP) (McInnes et al., 2018) indicated a modest separation of the populations but did not form coherent clusters (Figure 2A), suggesting that there is substantial similarity of the gene expression profiles between the tumor regions.

**FIGURE 2:**
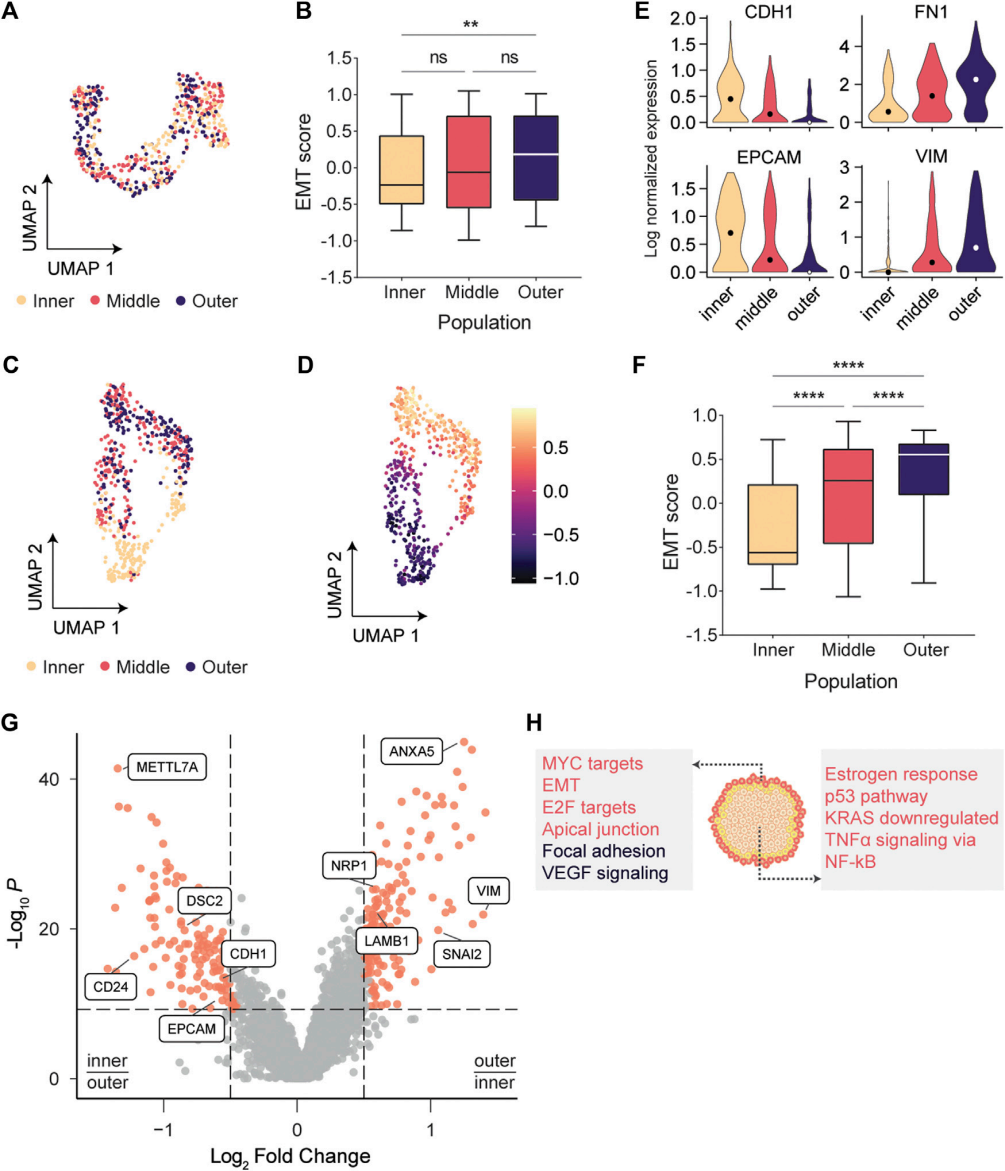
scRNA-seq indicated that cells at the invasive edge were progressing through EMT. **(A)** UMAP embedding of cells labeled with the larger bandwidth showed a modest separation of tumor regions, but no coherent clusters were formed. **(B)** EMT scores between inner and outer populations vary significantly (*p* = .0017; Kruskal-Wallis test). **(C)** Inner and outermost tumor regions labeled with the smaller bandwidth separate clearly in UMAP space. **(D)** EMT scores gradually increase across the UMAP embedding. **(E)** Expression of classic epithelial markers decreases radially outwards while expression of classic mesenchymal markers increases. **(F)** EMT scores are significantly varying between adjacent populations (*p* < .0001; Kruskal-Wallis test). **(G)** Volcano plot indicating genes overexpressed in the outermost population (log_2_(FC) > .5) and in the inner population (log_2_(FC) < −.5). **(H)** Overrepresentation analysis using the MSigDB Hallmarks (red) and Wikipathways (black) databases.

To quantity the level of EMT in each subpopulation, we calculated EMT scores using Gene Set Variation Analysis (GSVA) (Hänzelmann et al., 2013). For each cell, an epithelial (E) and mesenchymal (M) score was calculated using two gene sets containing 65 epithelial and 115 mesenchymal genes (Cesano 2015). 

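The rows of both experiments held 64 of the 65 epithelial genes, and 57 of them had a UMI in at least 5% of cells. Of the 115 mesenchymal genes, 100 were found in the low-resolution plates and 98 in the high-resolution plates, and 59 had a UMI in at least 5% of cells of each experiment. GSVA ranks the genes within each cell after a kernel estimate across cells, and it was computed here with a Gaussian kernel over the cells of both plates of an experiment. Across cells, the E score fell as the M score rose, with a Spearman rho of -0.759 and -0.752 in the low-resolution replicates and of -0.747 and -0.756 in the high-resolution replicates. The mean was -0.754 ± 0.00497 (SD, n = 4 plates). Between 200 pairs of random gene lists of the same sizes and matched mean expression, rho in any plate lay between -0.273 and 0.272. The alternative that moved the mean most was the regression of the cell cycle scores, which gave -0.801.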

Following the approach of Sacchetti et al. (2021), we subtracted the E score from the M score to define a single EMT score for each cell (EMT = M – E). Cells in the outer layer had significantly higher EMT scores than cells in the center (Kruskal-Wallis test, *p* = .0017; Figure 2B). However, no significant changes between adjacent populations were observed, presumably because the relatively large number of cells per region led to substantial heterogeneity within each population (Supplementary Figure S3). This solidified our notion that one needs to specifically profile the invasive edge to reliably identify the transcriptomic drivers for migration and invasion. Hence, we next sought to profile the migrating front at a higher resolution.

### Cells at the Invasive Edge Strongly Activated the Epithelial-to-Mesenchymal Transition

We phototagged the migrating front (∼10 cell wide bands) and separated the outermost cells from the inner tumor mass (Figure 1C). 

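The high-resolution experiment also had 2 plates of 384 wells, each with the cells of one patch, in which the outermost band and the next band were each 250 μm wide. The files hold the same kind of expected count as those of the larger bandwidth. The plate of replicate 1 held 13211394 transcripts and that of replicate 2 held 14992348. Of the 768 wells, 291 of replicate 1 and 293 of replicate 2 passed the study's filter, or 584 cells, and the paper's number is 696. Without the mitochondrial limit, 660 wells passed. The cells that passed had a median of 35742 transcripts in replicate 1 and 41248 in replicate 2. Both low-resolution plates were at a lower median depth, so shares of cells with a UMI are also given after every cell was thinned to 10000 UMIs.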

Using this high-resolution phototagging approach, we analyzed 696 single cell transcriptomes from two biological replicates. Dimensionality reduction now revealed coherent clusters of cells that segregate based on the spatial populations (Figure 2C). The middle and outermost layer clustered together in the UMAP embedding, presumably since cells in both layers are progressing through EMT. Classically, EMT has been viewed as a discrete process in which cells pass through distinct transition stages before acquiring a fully mesenchymal morphology (Pastushenko and Blanpain 2019). 

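In the high-resolution plates, the EMT score of single cells ran from -1.04 to 0.878 in replicate 1 and from -0.971 to 0.932 in replicate 2. The score followed the first principal component of the SCTransform values, with a Spearman rho across cells of 0.838 in size in replicate 1 and 0.798 in replicate 2. The mean score of the 15 nearest neighbours of a cell in 40 principal components gave an R2 of 0.952 and 0.947 with the cell's own score. Separate groups of cells would also give a high R2. The number of cells differed along the score. It also depends on how many cells of each region were sorted into a plate, which was not analysed here. The values below therefore do not decide whether the score changes continuously. When the range was divided into 3 equal parts, the middle part held 12.4% of cells in replicate 1 (exact binomial 95% interval 8.82% to 16.7%) and 17.1% in replicate 2 (12.9% to 21.9%). At equal depth it held 23.2% (18.5% to 28.6%) and 25.1% (20.2% to 30.5%). The dip statistic, which grows with the distance of a distribution from a single peak, was 0.0668 and 0.0663, and 95% of uniform samples of these sizes stayed under 0.0313 and 0.0311. It fell to 0.0374 and 0.0312, still above these limits, for a score made as the mean z-score of the M genes minus that of the E genes. Over the range of that score, the middle part held 37.1% (31.5% to 42.9%) and 32.8% (27.4% to 38.5%) of cells. Along the first principal component itself the dip statistic was 0.0158 and 0.0177, below these limits. With the cell cycle scores regressed out it rose to 0.0281 and 0.0291, still below them. The UMAP coordinates were not used for these values. The paper sets the scores over the embedded cells in Figure 2D beside recent findings of other studies.

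**Figure D1:**
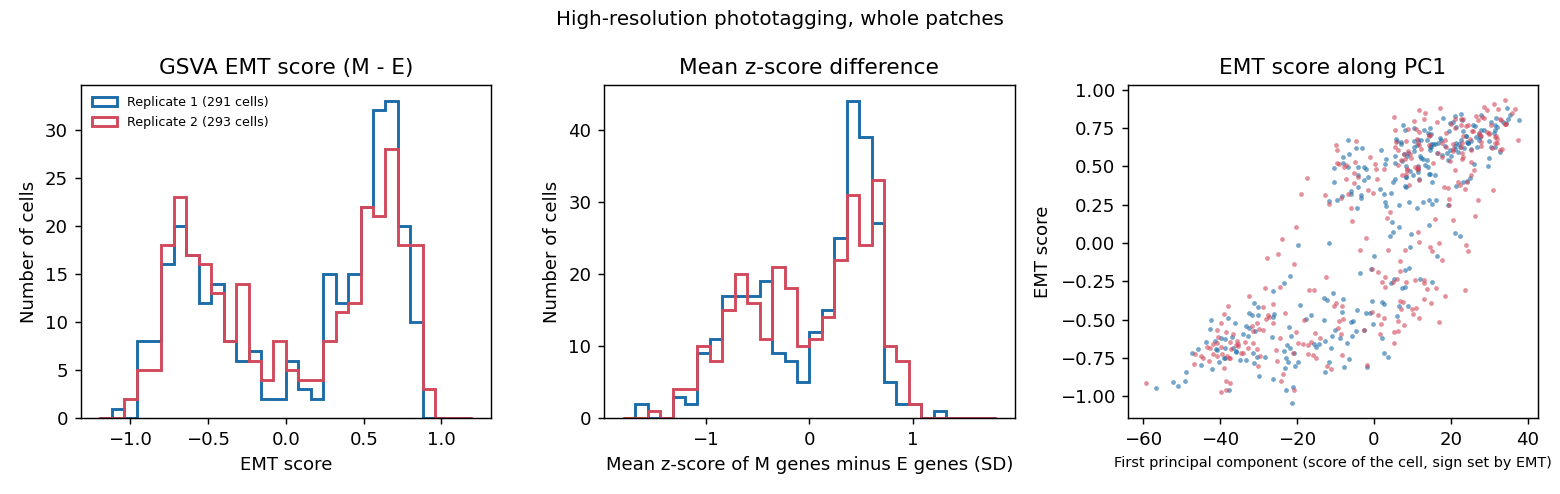
EMT scores in the 2 high-resolution plates, with one color per replicate. The left panel counts cells by GSVA EMT score, the middle panel counts them by the difference of mean z-scores in SD, and the right panel plots each cell's EMT score against its first principal component. Both replicates have fewer cells in the middle of the left panel, and the score rises along the first principal component.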

Our UMAP embedding (Figure 2D) indicated that EMT scores vary continuously across the embedded cells, further solidifying recent findings that EMT is a continuous process (McFaline-Figueroa et al., 2019; Cook and Vanderhyden 2020). Expression of the classic epithelial markers E-cadherin (CDH1) and EPCAM gradually decreased from the center to the edge of the patch, while the mesenchymal markers VIM and FN1 showed a reciprocal pattern, suggesting that cells are exhibiting epithelial-mesenchymal plasticity (Zhao et al., 2015; Yang et al., 2020) (Figure 2E; Supplementary Figure S4). These changes in CDH1 expression were not detected by McFaline-Figueroa et al. (2019), underscoring the value of deep sequencing using FUNseq to resolve subtle transcriptomic changes. Moreover, we found that adjacent populations have significantly varying EMT scores (*p* < .0001; Figure 2F), further increasing our confidence that profiling the invasive edge of the tumor model could identify drivers of migration and invasion.

Next, we identified differentially expressed genes (DEGs) between the subpopulations and found that classic mesenchymal markers such as VIM and the EMT transcription factor SNAI2 were upregulated in the outermost population, while the epithelial markers CDH1 and EPCAM were upregulated in the center of the patch (Figure 2G; Supplementary Figure S4). Genes upregulated in the outermost (*n* = 165 DEGs) or center (*n* = 142 DEGs) population were used for overrepresentation analysis using the MSigDB Hallmarks gene set collection (Liberzon et al., 2015) and the Wikipathways database (Martens et al., 2021) (Figure 2H). As expected, genes involved in EMT and extracellular matrix interactions were overrepresented in the outermost population. Additionally, cells at the invasive edge were enriched for the vascular endothelial growth factor (VEGF) signaling pathway, which can induce cell migration and EMT (Anthony D. Yang et al., 2006; Gonzalez-Moreno et al., 2010; Bhattacharya et al., 2017). VEGF can activate the neuropilin-1 receptor (NRP1), which is upregulated in the outermost population (Figure 2G; Supplementary Figure S5) and promotes proliferation, migration and invasion of tumor cells (Goel and Mercurio 2013; Luo et al., 2016).

### Cell-Cell Communication Network Analysis Identified Multiple Epithelial-to-Mesenchymal Transition Inducers

Since a wide range of transcription factors and extracellular stimuli are involved in stimulating EMT (Nieto et al., 2016), we next set out to map the cell-cell communication networks that regulate the EMT in our *in vitro* tumor model. 

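The interaction analysis required a ligand or receptor in at least 20% of the cells of a population. The paper's text and figures name 40 ligands and receptors for these data, and all 40 were found. Over the sorted cells of all regions together, 37 of them had a UMI in at least 20% of cells of both high-resolution plates. At 10000 UMIs per cell, 29 did. Cells with a UMI were least frequent for TNF on chromosome 6, with 4.12% of cells in replicate 1 (exact binomial 95% interval 2.15% to 7.09%) and 1.71% in replicate 2 (0.556% to 3.94%). TNFSF12 on chromosome 17 was found in 19.6% (15.2% to 24.6%) and 16.0% (12.03% to 20.8%). The third gene under 20% in both plates, EPHB2, is on chromosome 1, with 17.2% (13.0% to 22.0%) and 19.8% (15.4% to 24.8%). These intervals cover counting error only. The minimum applies to each region, and a share within a region can lie above or below that of the plate.

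**Figure D2:**
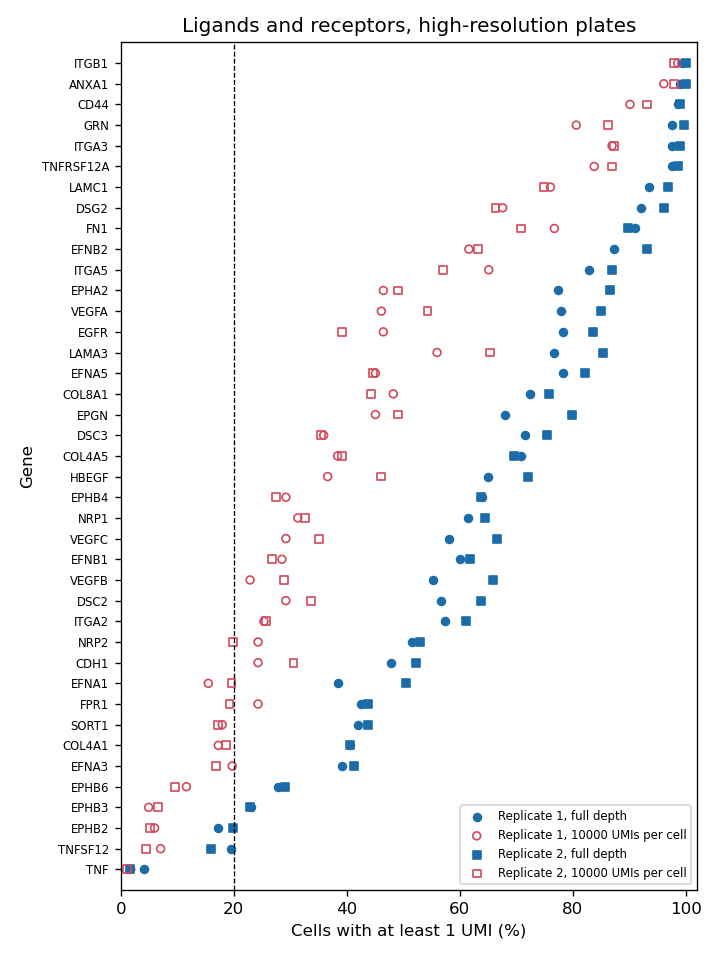
Share of cells with at least 1 UMI in percent for the 40 ligands and receptors in the 2 high-resolution plates. Filled points show full depth, open points show cells thinned to 10000 UMIs, circles and squares mark the replicates, and the dashed line stands at 20%. At full depth 3 genes lie left of the line in both plates.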

We re-analyzed scRNA-seq data from the high-resolution labeling experiment to identify interactions between the different populations using CellPhoneDB, a repository of ligand-receptor complexes that can predict enriched cellular interactions based on the expression of ligands and receptors in cell populations (Efremova et al., 2020). The outermost population was highly enriched for fibronectin (FN1), laminin (LAMA3 and LAMC1) and collagen (COL8A1 and COL4A1) expression, extracellular matrix (ECM) proteins that can interact with the integrins expressed in the middle and inner populations (Figure 3). Specifically, interactions of fibronectin and laminin with the α3β1 integrin modulate cell adhesion to the ECM and cell motility (Meng et al., 2009; Hamill et al., 2010; Jia et al., 2010; Zhang et al., 2017). Interestingly, this analysis predicted multiple interactions in the Ephrin-signaling pathway, in which ligands and receptors activate bidirectional signals that can lead to somewhat paradoxical downstream effects (Pasquale 2008). To illustrate, cells in the outermost and middle populations expressed the EphB4 receptor and its ligand EphrinB2 (EFNB2) (Supplementary Figure S6). Activation of EphB4 induces cell migration and invasion in cancer cells (Steinle et al., 2002; Kumar et al., 2006; Nai-Ying Yang et al., 2006), although the exact opposite effect has also been reported (Noren et al., 2006). Additionally, reverse signaling through EphrinB2 can stimulate cell migration through the PI3K pathway (Steinle et al., 2002; Kumar et al., 2006).

**FIGURE 3:**
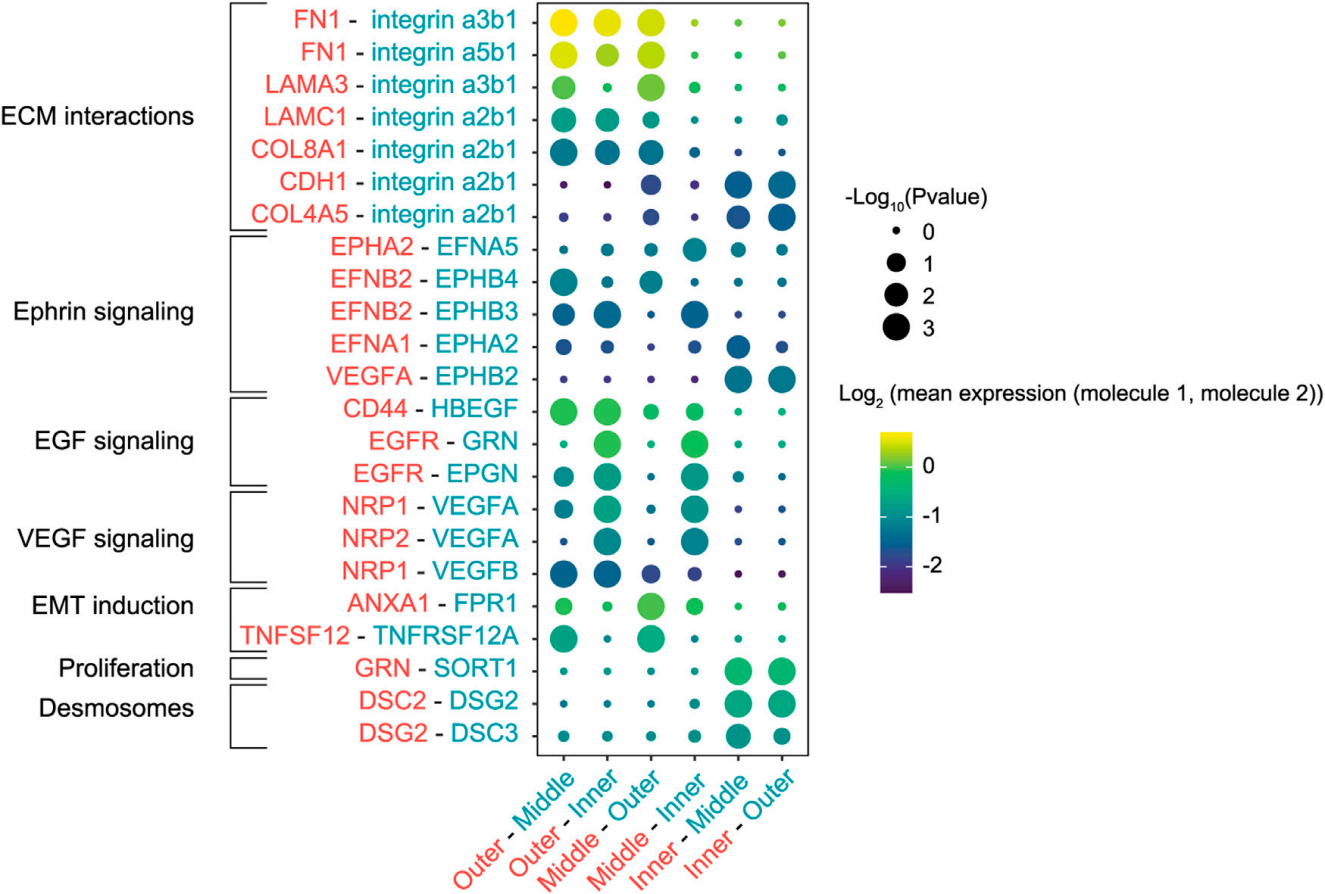
Cell-cell interactions between cells in various patch regions labeled with the smaller bandwidth. Interactions were inferred based on the expression of ligands and receptors in the different cell populations. The first molecule in each interaction pair (rows) corresponds to the first region in each population pair (columns). Circles scaled by the significance of the interaction and colored by the average expression level of ligand and receptor.

Finally, CellPhoneDB inferred enrichment of multiple EMT inducers and their receptors in the outermost population, such as tumor necrosis factor (TNFA) and genes involved in the EGF pathway (CD44, EGFR, EPGN, HBEGF) (Cheng et al., 2012; Revenco et al., 2019; Cook and Vanderhyden 2020). Conversely, cells in the center of the patch were enriched for DSC2 and DSG2, genes that encode components of desmosome cell-cell junctions (Garrod and Chidgey 2008; Nekrasova and Green 2013), hallmarks of an epithelial phenotype. Taken together, the identified cell-cell interactions indicated that cells at the migrating front responded to their local microenvironment and stimulated similar invasive behavior in neighboring regions.

## Discussion

Intratumor heterogeneity is a major challenge for effective cancer treatment. Single-cell genomics and transcriptomics proved themselves valuable methods to study this heterogeneity, but lack information about the spatial organization of cells. Recently, various spatial transcriptomics methods have been developed to add positional information from tissue sections to the single-cell transcriptomes (Ståhl et al., 2016; Vickovic et al., 2019; Stickels et al., 2021), providing numerous insights in cancer biology and other fields (Longo et al., 2021). However, these methods either lack single cell resolution or have substantially lower transcript counts per cell than conventional scRNA-seq. Here, we applied our recently developed FUNseq technology to spatially profile confined tumor regions. The strength of this method lies in the combination of labeling tumor regions guided by live-cell imaging and deep sequencing of single cells. This allowed us to profile gene expression in isolated tumor regions using 34,000 transcripts per cell (Supplementary Figure S2), compared to the 494 and 11.5 transcripts per 10 μm bead for Slide-seq V2 and HDST, respectively (Stickels et al., 2021). 

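Summed over all genes and spike-ins, the wells of the low-resolution plates held a mean of 30494 and 31780 transcripts in replicates 1 and 2. Those of the high-resolution plates held 34405 and 39043. Wells within a plate differed more than the plate means did, with an SD over wells between 20639 and 25842 transcripts. Spike-in rows took between 0.833% and 1.38% of a plate's counts.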

The increased sensitivity of FUNseq allows us to study low abundance transcripts, enabling deep characterization of tumor cells.

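For the medians over cells, between 2 and 7 cells per plate with under 10000 UMIs were left out. At full depth, the median cell had 5205 and 5303 genes with a UMI in the low-resolution replicates and 5623 and 5826 in the high-resolution replicates. When the same cells were thinned to 10000 UMIs, the medians were 3030, 2950, 2962 and 2996 genes. The number of genes with a UMI in at least 20% of cells was 8544 and 8589 in the low-resolution plates and 8710 and 9014 in the high-resolution plates, and after thinning it lay between 5019 and 5150. ZEB1 on chromosome 10, an EMT transcription factor of low abundance, had 0.0849 and 0.0561 counts per 10000 in the high-resolution plates. It was found in 21.6% and 19.1% of cells at full depth (exact binomial 95% intervals 17.1% to 26.8% and 14.8% to 24.1%). In the thinned cells it was found in 10.2% and 6.87% (6.95% to 14.3% and 4.25% to 10.4%). SNAI1 on chromosome 20, with 0.0201 and 0.0362 counts per 10000, was found in 4.81% and 11.6% of cells at full depth (2.65% to 7.94% and 8.17% to 15.8%), and in 1.41% and 4.12% of the thinned cells.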

We profiled tumor heterogeneity in an *in vitro* tumor model (McFaline-Figueroa et al., 2019) by annotating cells located at different distances from the center of a 2D epithelial cell mass. Cells in the outermost layer or invasive edge (∼10 cell wide band) of this patch were progressing through EMT, suggesting that these cells sense their local microenvironment and acquire a mesenchymal phenotype to migrate to unoccupied areas of the dish. Taking advantage of the FUNseq’s deep sequencing, we characterized cell-cell interaction networks between the different tumor regions. We identified various interactions between outermost cells and ECM components that can stimulate cell migration and we showed that outermost cells are enriched for ligands and receptors that can stimulate EMT, such as components of the Ephrin, EGF and VEGF signaling pathways.

By combining phototagging of confined tumor regions and deep sequencing of single cells, we characterized the transcriptomic heterogeneity in a population of untransformed epithelial cells. To fully explore the potential of FUNseq, the next step would be to profile tumor sections, which have much higher complexity than relatively homogeneous cell lines. We envision that FUNseq might address important questions about intratumor heterogeneity, such as how tumor cells interact with the tumor microenvironment and how tumor composition affects treatment outcome.

In summary, we demonstrated that FUNseq can spatially annotate and profile subpopulations of an *in vitro* tumor model. We showed that cells at the invasive edge (∼10 cells wide band) of a high-confluence patch of cells underwent EMT, migrated to low-confluence areas and induced similar phenotypic plasticity in neighboring cells. Spatially profiling tumor cells using FUNseq enables deep characterization of intratumor heterogeneity, thereby laying the foundation for a more complete understanding of tumor biology.

## Materials and Methods

### Cell Culture

MCF10A_H2B_GFP human breast epithelial cells were a kind gift of Reuven Agami (Netherlands Cancer Institute). Cells were cultured at 37°C and 5% CO_2_ in DMEM/F12 medium without phenol red (Gibco), supplemented with 5% Donor Equine Serum, 1% penicillin/streptomycin, 20 ng/ml EGF, 500 ng/ml hydrocortisone, 100 ng/ml cholera toxin and 10 μg/ml insulin.

Before conducting experiments, cells were seeded on 20 mm glass bottom dishes (Cellvis), coated with 0.1 mg/ml fibronectin (EMD Millipore). 10,000 cells were seeded in a droplet in the center of the dish, such that a circular patch of cells was formed in the center of the dish. After 4.5 h, dishes were washed with Dulbecco’s PBS (Sigma) to remove non-adherent cells. The patch of cells was then cultured in MCF10A medium at 37°C and 5% CO_2_ for 6 days.

### Imaging and Cell Labeling

Cell labeling was performed on the Ultrawide Field-of-view Optical (UFO) microscope developed previously (You et al., 2021). Cells were incubated with 40 µM photoactivatable Janelia Fluor 646 (JF646) dye (Tocris) for 20 min and washed with MCF10A culture medium. Bright-field images were used to localize the patch of cells, after which we identified the cells to be labeled using a low-resolution or high-resolution approach. In the low-resolution tagging approach, we fit three concentric rings with equal bandwidth (1,000–1,500 µm bandwidth) in the area of the patch. In the high-resolution approach, we divide the patch of cells in three layers: the outermost 250 µm of cells (∼10 cell wide band), the next 250 μm, and the inside of the patch.

In both approaches, the outer population of cells was then selectively illuminated for 2 min with 405 nm light using a digital micromirror device (DMD), thereby phototagging these cells with JF646. Next, cells were incubated with 40 µM photoactivatable Janelia Fluor 549 (JF549) dye (Grimm et al., 2016) (Tocris) for 20 min and washed with MCF10A culture medium. The imaging and labeling process was repeated, but now illuminating the middle population of cells. These cells are thus phototagged with JF549 and JF646, as both dyes are present in the cytoplasm and become activated upon illumination. For visualization purposes, image background was subtracted and image contrast was adjusted using ImageJ.

### Cell Isolation and Single-Cell RNA Sequencing

Cells were harvested using trypsin-EDTA without phenol red (Sigma), centrifuged and resuspended in HBSS buffer (Gibco). Live single cells (validated by Draq7 viability staining) were sorted into 384-well plates using the BD FACSMelody Cell Sorter (BD Biosciences), spun-down and stored at −80°C. Library preparation and single-cell RNA sequencing was performed by Single Cell Discoveries (Utrecht, Netherlands) using their custom SORT-seq protocol (Muraro et al., 2016). cDNA libraries were sequenced at 150 k reads/cell on the Illumina NextSeq 500 platform.

### scRNA-Seq Analysis

scRNA-seq data was aligned and preprocessed by Single Cell Discoveries as described by Muraro et al. (2016). Gene expression matrices were processed using Seurat v4 (Hao et al., 2021). Cells containing 2,000–9,000 features and less than 40% mitochondrial genes were selected. Gene expression was either normalized using the SCTransform (Hafemeister and Satija 2019) function for dimensionality reduction, or log-normalized for all other downstream analysis. Cell cycle scoring and regression was performed using a set of G2/M and S phase markers (Tirosh et al., 2016). 

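Cell cycle scores were computed here from 43 S phase and 54 G2/M markers. Across the cells of a plate, the EMT score had a Spearman rho with the S score of 0.107 and 0.104 in the low-resolution replicates and of 0.0663 and 0.0889 in the high-resolution replicates. With the G2/M score, rho was 0.268 and 0.245 in the low-resolution replicates and 0.126 and 0.197 in the high-resolution replicates. The means over the 4 plates were 0.0913 ± 0.0184 (SD) for S and 0.209 ± 0.0625 (SD) for G2/M. After both scores were regressed out of the log-normalized values, the means were -0.164 and -0.119. With the G2/M score, rho was then -0.00693 and 0.00403 in the low-resolution replicates and -0.267 and -0.204 in the high-resolution replicates.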

We performed a Principal Component Analysis (PCA) on the normalized gene expression data and used the first 40 principal components for dimensionality reduction using UMAP.

Differentially expressed genes between the inner and outer populations were identified with Seurat’s findMarkers function using a Wilcoxon rank-sum test and filtering for genes with a Bonferroni corrected *p*-value < 1 × 10^−5^. Genes with log_2_ fold change >0.5 were marked as upregulated and genes with log_2_ fold change <−0.5 were marked as downregulated. Next, overrepresentation analysis (ORA) was performed with the ClusterProfiler v4 package (Wu et al., 2021). The enricher function was used with default settings (one-sided Fisher’s exact test with Benjamini-Hochberg adjusted *p*-values) and the most significantly enriched processes were visualized.

To calculate the level of EMT in each cell, we followed the approach of Sacchetti et al. (2021) Gene Set Variation analysis was performed using the GSVA package (Hänzelmann et al., 2013), where we used a set of EMT markers that is publicly available from the Nanostring nCounter PanCancer Progression Panel (Cesano 2015). This gene set contained 65 epithelial (E) and 115 mesenchymal (M) genes (Supplementary Table S1). For each cell we calculated its GSVA enrichment scores for the epithelial and mesenchymal genes, after which we subtracted the E score from the M score to define the cell’s EMT score.

Enriched ligand-receptor interactions between the different populations of cells were inferred using the CellphoneDB package (Efremova et al., 2020). This analysis uses empirical shuffling to identify enriched ligand-receptor interactions based on the expression levels in the different populations, while requiring that all subunits from heteromeric ligand-receptor complexes are expressed. Log-normalized gene expression matrices were used as input files and the statistical analysis (without subsampling) was performed using a *p*-value threshold of .01 and requiring that at least 20% of the cells in a population expresses a specific ligand-receptor interaction. To identify highly specific interactions between populations, we filtered for interactions with rank ≤.444. In this way, we filtered for ligand-receptor interactions that were significantly enriched in ≤4 population pairs (out of 9 population pairs in our setup). After this initial prioritization of the predicted interactions, we manually selected biologically relevant interactions for visualization.

## Data Availability

TThe raw data used to generate for this study can be found at NCBI’s GEO DataSets site with an ID number of GSE196245.

# Supplementary material for: Spatially Annotated Single Cell Sequencing for Unraveling Intratumor Heterogeneity
**Source:** Front Bioeng Biotechnol. 2022 Feb 22;10:829509. doi: 10.3389/fbioe.2022.829509
**Supplement:** Supplementary file 1

## Supplementary Information

### Spatially annotated single cell sequencing for unraveling intratumor heterogeneity

Myrthe M. Smit<sup>1,2</sup>, Kate J. Feller<sup>1,2</sup>, Li You<sup>1,2</sup>, Jelle Storteboom<sup>1,2</sup>, Yasin Begce<sup>1,2</sup>, Cecile Beerens<sup>1,2</sup>, Miao-Ping Chien<sup>1,2,3†</sup>

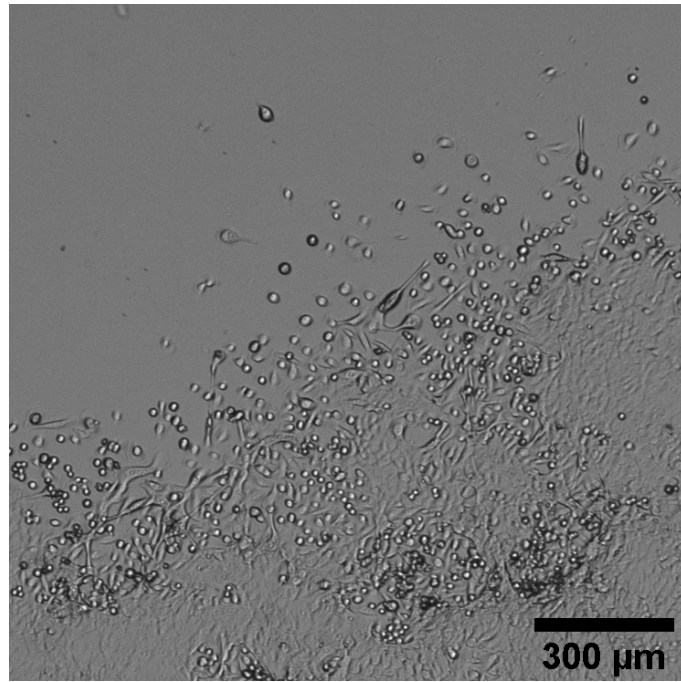

**Supplementary Figure 1.** *MCF10A cells at the invasive edge of the patch acquire a mesenchymal-like morphology and migrate to low-confluence areas. Brightfield image collected after culturing the high-confluence cell patch for 6 days.*

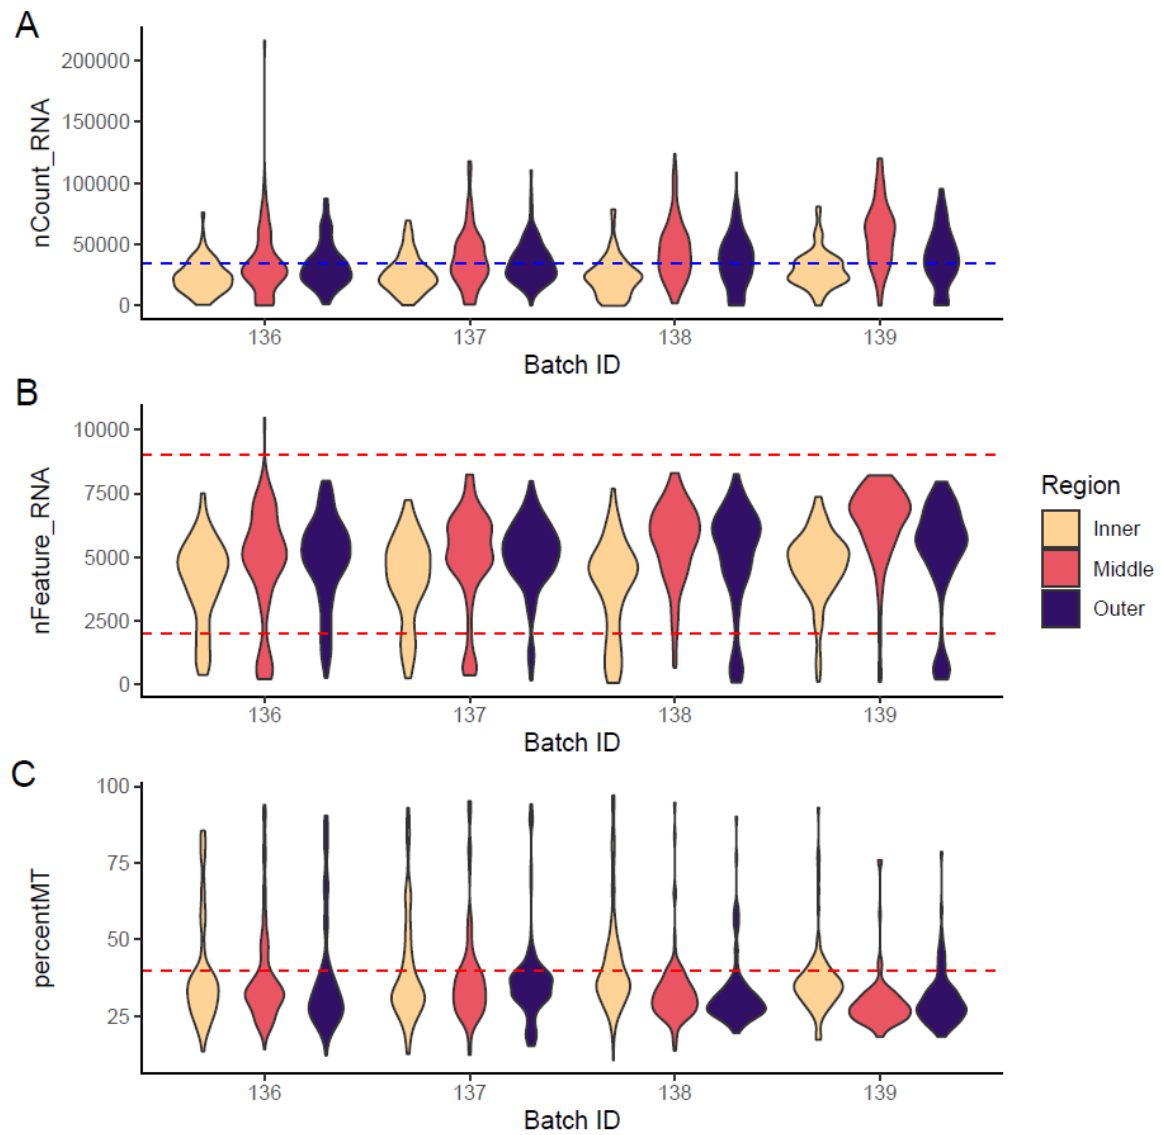

**Supplementary Figure 2. Quality control metrics for the scRNA-seq libraries.** **A.** Number of Unique Molecular Identifiers (UMIs) per cell. Blue line at 34,492 UMIs per cell indicates the mean number of UMIs in all cells across all libraries. **B.** Number of genes detected per cell. Red lines at 2000 and 9000 features per cell indicate the thresholds used for filtering. **C.** Percentage of mitochondrial genes per cell. Red line at 40% indicates the threshold used for filtering.

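Over the 1536 wells of the 4 plates the mean was 33930 UMIs per well, with an SD of 3777 between plate means. The paper's mean is 34492. In the cells that passed the filter the mean was 39606, and over all wells without mitochondrial and spike-in rows it was 22631.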

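Of the 384 wells of each plate, 51 and 63 in the low-resolution replicates and 50 and 58 in the high-resolution replicates had under 2000 features. More than 9000 features were found in 1 well of low-resolution replicate 1 and in 0 wells of the other 3 plates. A minimum of 1000 features, with the other limits kept, would pass 572 low-resolution and 602 high-resolution cells, and a minimum of 3000 would pass 553 and 571.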

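In wells within the limits on features, the mitochondrial limit removed 41 and 50 wells of the low-resolution replicates and 43 and 33 of the high-resolution replicates. Over all wells, the median share of mitochondrial counts was 32.1% and 32.6% in the low-resolution replicates and 31.8% and 28.7% in the high-resolution replicates. With the share computed from the mitochondrial protein-coding genes alone, 610 low-resolution and 629 high-resolution cells would pass.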

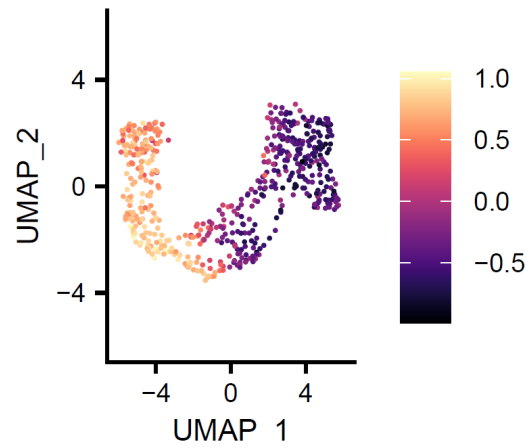

**Supplementary Figure 3.** EMT scores in the low-resolution tagging approach (~1000-1500  $\mu\text{m}$  bandwidth) form a continuum across the UMAP embedding.

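In the low-resolution plates, the EMT score ran from -0.842 to 1.03 in replicate 1 and from -0.977 to 1.04 in replicate 2. Its rho with the first principal component was 0.764 and 0.791 in size, and the nearest neighbours of a cell gave an R2 of 0.921 and 0.927. Of the 3 equal parts of the range, the middle one held 20.6% of cells in replicate 1 (exact binomial 95% interval 16.1% to 25.7%) and 22.9% in replicate 2 (18.0% to 28.3%). At equal depth it held 23.3% (18.6% to 28.7%) and 35.1% (29.4% to 41.1%), and for the mean z-score difference 37.8% (32.2% to 43.6%) and 35.1% (29.4% to 41.1%). The dip statistic was 0.0777 and 0.0719, against limits of 0.0313 and 0.0326 from uniform samples. It was 0.0495 and 0.0386 for the mean z-score difference and 0.0369 and 0.0461 along the first principal component. Without the mitochondrial limit, the first principal component of replicate 1 had a dip statistic of 0.0275, below the limit of 0.0291 for that number of cells. As at high resolution, the number of cells along the score depends on how many cells of each region were sorted. The paper states that these scores form a continuum over the embedding.

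**Figure D3:**
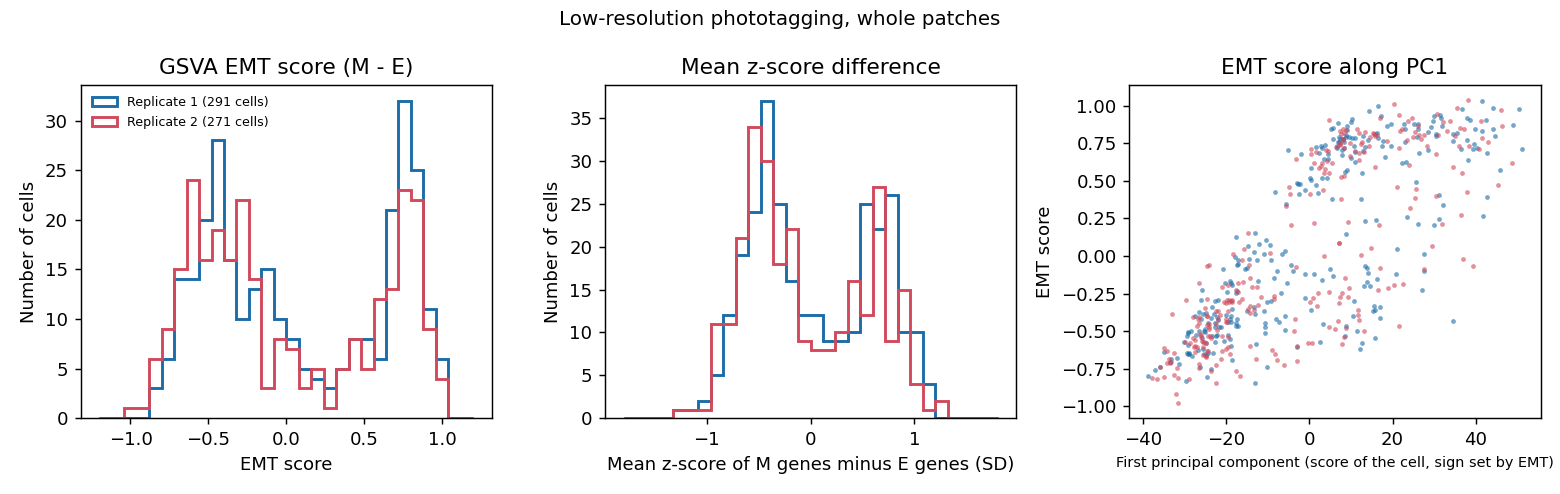
EMT scores in the 2 low-resolution plates, with one color per replicate. The left panel counts cells by GSVA EMT score, the middle panel counts them by the difference of mean z-scores in SD, and the right panel plots each cell's EMT score against its first principal component. The score rises along the first principal component in both replicates.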

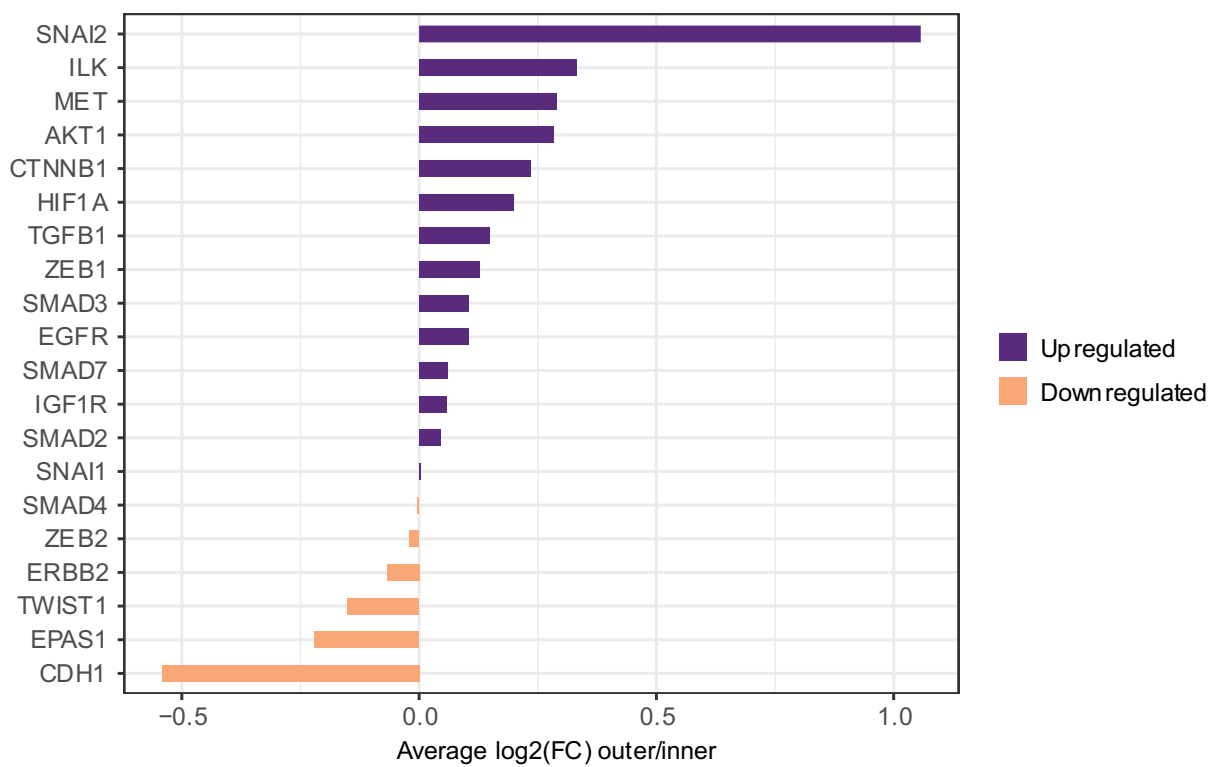

**Supplementary Figure 4.** Average fold change (log-transformed) of common EMT marker genes and transcription factors (EMT-TFs) when comparing the inner and outermost regions phototagged at the higher resolution (~10 cells wide band). Purple genes are upregulated in the outermost population, orange genes are upregulated in the inner cells. Gene list obtained from Zhao et al. (2015).

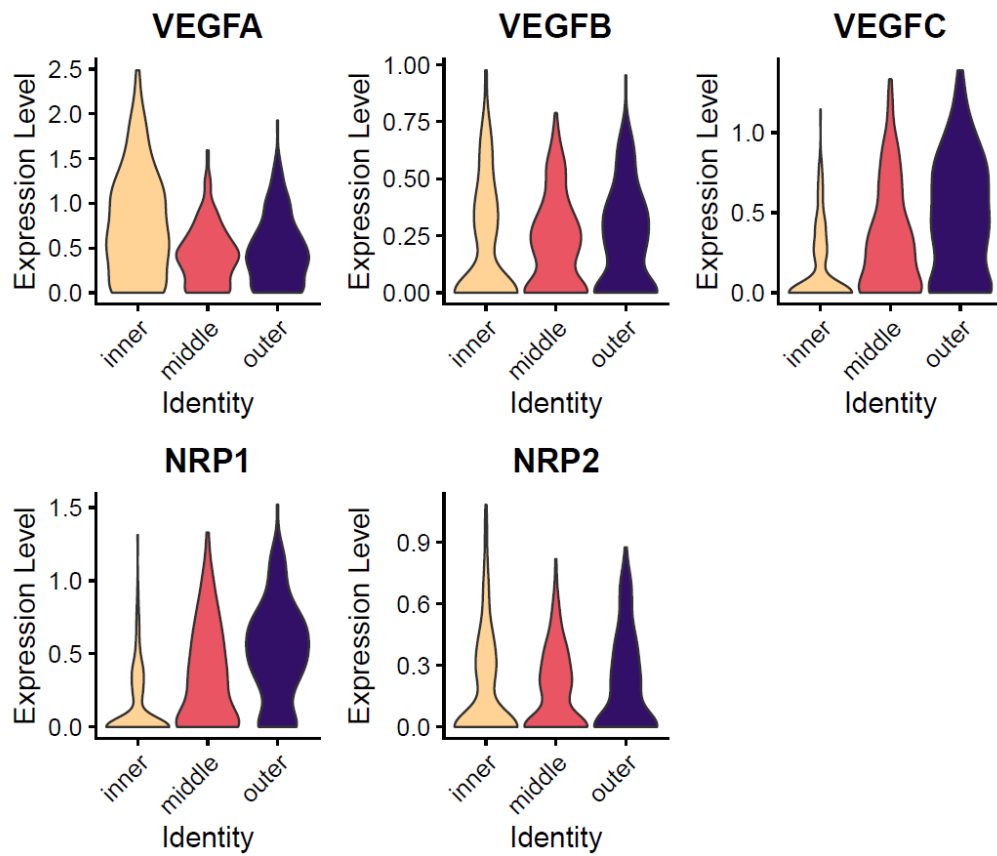

**Supplementary Figure 5.** Gene expression profile of VEGF ligands and NRP receptors in the high-resolution phototagging approach.

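VEGFA, VEGFB, VEGFC, NRP1 and NRP2 were all found in more than 20% of cells of both high-resolution plates, with all regions taken together. VEGFA on chromosome 6 had a UMI in 78.0% of cells in replicate 1 (exact binomial 95% interval 72.8% to 82.6%) and in 85.0% in replicate 2 (80.4% to 88.9%). VEGFB on chromosome 11 was found in 55.3% (49.4% to 61.1%) and 65.9% (60.1% to 71.3%), and VEGFC on chromosome 4 in 58.1% (52.2% to 63.8%) and 66.6% (60.8% to 71.9%). NRP1 on chromosome 10 was found in 61.5% (55.7% to 67.1%) and 64.5% (58.7% to 70.0%), and NRP2 on chromosome 2 in 51.5% (45.6% to 57.4%) and 52.9% (47.0% to 58.7%). At 10000 UMIs per cell, NRP2 was found in 24.3% and 19.9% of cells, and the other 4 genes stayed above 20% in both plates.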

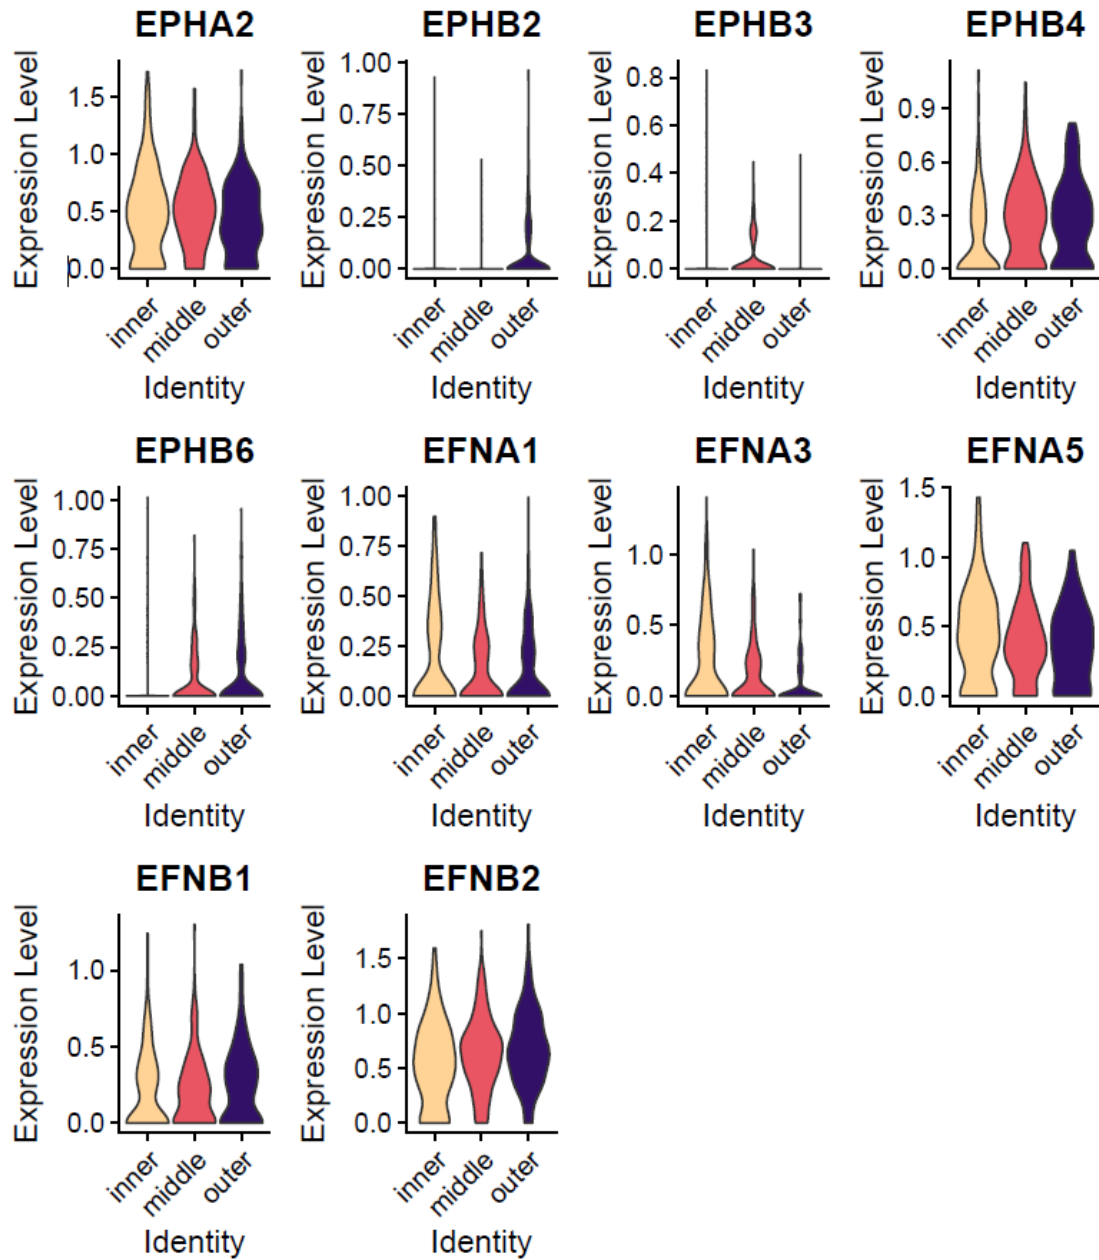

**Supplementary Figure 6.** Gene expression profiles of Ephrin receptors and ligands in tumor regions phototagged at the higher resolution (~10 cell wide bands).

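With all regions taken together, 9 of the 10 ephrin receptors and ligands were found in at least 20% of cells of both plates, and 5 at 10000 UMIs per cell. EFNB2 on chromosome 13 had a UMI in 87.3% of cells in replicate 1 (exact binomial 95% interval 82.9% to 90.9%) and 93.2% in replicate 2 (89.7% to 95.8%). EPHB4 on chromosome 7 was found in 63.9% (58.1% to 69.4%) and 63.8% (58.0% to 69.3%). At 10000 UMIs per cell, EFNB2 was found in 61.6% and 63.2% of cells and EPHB4 in 29.2% and 27.5%. EPHB3 on chromosome 3, at 23.0% and 22.9% at full depth, fell to 4.93% and 6.53%.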

| Epithelial markers |         |         | Mesenchymal markers |          |          |
|--------------------|---------|---------|---------------------|----------|----------|
| AGR2               | ESRP1   | PTK6    | AKAP12              | FBLN1    | PDGFC    |
| AP1M2              | F11R    | RAB25   | AKAP2               | FBN1     | PLEKHO1  |
| ARHGAP32           | FAM174B | RBM47   | AKT3                | FERMT2   | PLXNC1   |
| BCAS1              | FGFR3   | S100A14 | ANGPTL2             | FGL2     | PMP22    |
| CBLC               | FUT3    | SCNN1A  | ASPN                | FHL1     | PTGDS    |
| CD24               | GALNT7  | SDC4    | BGN                 | FLI1     | PTGIS    |
| CD2AP              | GDF15   | SH3YL1  | BICC1               | FN1      | PTPRC    |
| CDH1               | GPR56   | SLC44A4 | BNC2                | FSTL1    | PTRF     |
| CDS1               | GRHL2   | SORD    | C1S                 | FXYP6    | PTX3     |
| CEACAM1            | HDHD3   | SPDEF   | CALD1               | GIMAP4   | QKI      |
| CEACAM5            | IRF6    | SPINT1  | CAV1                | GIMAP6   | RUNX1T1  |
| CEACAM6            | KRT19   | ST14    | CCL8                | GLYR1    | SACS     |
| CKMT1A             | KRT7    | TJP2    | CD163               | GREM1    | SAMSN1   |
| CLDN7              | LAD1    | TJP3    | CDH11               | GZMK     | SERPINF1 |
| CXADR              | MUC1    | TMEM30B | CDH2                | HEG1     | SERPING1 |
| CYB561             | MYO5C   | TMPRSS2 | CDK14               | IGF1     | SFRP1    |
| ELF3               | OCLN    | TMPRSS4 | CEP170              | IL10RA   | SLIT2    |
| EPCAM              | OVOL2   | TOM1L1  | CHRD1               | ISLR     | SNAI2    |
| EPN3               | PLS1    | TSPAN1  | CLEC2B              | ITM2A    | SPARC    |
| EPS8L1             | PPL     | VAMP8   | CLIC4               | JAM2     | SPARCL1  |
| ERBB2              | PRR15L  | VAV3    | COL5A2              | JAM3     | SRGN     |
| ERBB3              | PRSS8   |         | COL6A1              | KCNJ8    | SYNE1    |
|                    |         |         | COL6A2              | KIAA1462 | TCF4     |
|                    |         |         | CRISPLD2            | LHFP     | TNC      |
|                    |         |         | CSF2RB              | LOX      | TNS1     |
|                    |         |         | CTSK                | LY96     | TPM2     |
|                    |         |         | CXCL12              | MAF      | TWIST1   |
|                    |         |         | CXCL13              | MEOX2    | VCAM1    |
|                    |         |         | CXCR4               | MFAP4    | VCAN     |
|                    |         |         | CYP1B1              | MMP2     | VIM      |
|                    |         |         | DCN                 | MPDZ     | VSIG4    |

|  |  |  |        |         |         |
|--|--|--|--------|---------|---------|
|  |  |  | DDR2   | MRC1    | WIPF1   |
|  |  |  | DPT    | MS4A4A  | WWTR1   |
|  |  |  | DPYSL3 | MS4A6A  | ZCCHC24 |
|  |  |  | ECM2   | MYLK    | ZEB1    |
|  |  |  | EMP3   | NAP1L3  | ZEB2    |
|  |  |  | ENPP2  | NR3C1   | ZFPM2   |
|  |  |  | EVI2A  | OLFML2B |         |
|  |  |  | FAP    | PCOLCE  |         |

**Supplementary Table 1:** EMT marker genes from the nCounter PanCancer Progression Panel.

How the deposited data were processed for this re-analysis (not part of the article)

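Single MCF10A cells from 4 patches were sequenced by SORT-seq, a plate-based method derived from CEL-seq2. Of these, 2 patches were phototagged at low resolution (bands of 1000 to 1500 μm) and 2 at high resolution (bands of 250 μm), with 1 plate of 384 wells per patch. The plate is the replicate, with 2 plates per experiment. The names of the deposited files place low-resolution replicate 1 on one flow cell and the other 3 plates on another.

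For each gene and well, the authors deposited an expected count: the number of distinct UMIs, corrected for UMIs drawn more than once, with spike-in rows included and no scaling or filter on wells. Alignment and preprocessing followed Muraro et al. according to the paper, while the aligner, genome build and annotation are not given in the sources used here. For all 7245730 values above 0, the correction for 4096 UMI sequences could be undone to within 1e-09 of a whole number, and these whole UMIs were used wherever cells were thinned. The correction adds most to abundant genes: the uncorrected UMIs of the plates came to between 94.2% and 94.5% of the deposited totals. The region of each well was not analysed here, so outer, middle and inner cells were not compared. Region differences in the EMT score were not computed. Every value is for all sorted cells of a plate, whose regions need not have the proportions they have in the patch.

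Cells with 2000 to 9000 features and under 40% mitochondrial counts were kept, as in the study. Features and the mitochondrial share were counted over all rows, spike-ins included. Spike-in rows stayed out of library sizes. Counts were log-normalized to 10000 per cell, and Spearman correlations across cells were computed per plate as descriptions of that plate, with no p-values. E and M scores were computed with an implementation of GSVA written for this work (Gaussian kernel, 1 fit per experiment), and the EMT score is M minus E. Where a listed gene was set against the score, the score was computed without that gene. Doublets were not called, beyond the maximum of 9000 features.

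Rounded counts were transformed with SCTransform 0.4.2 in Seurat 5.3.0 and reduced to 40 principal components. Cells thinned to 10000 UMIs have no differences in depth for SCTransform to model, so their components came from log-normalized values of 2000 variable genes. The cell cycle scoring of those cells used 12 instead of 24 expression bins and genes found in at least 10 cells. The dip statistic was set against 2000 uniform samples of the same size. Random gene lists, 200 pairs per experiment, were drawn from the 50 genes on either side of each listed gene in mean expression. Shares of cells have exact binomial (Clopper-Pearson) 95% intervals, which cover counting error only.

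A gene was counted as following the EMT score when its rho had the same sign and a size of at least 0.3 in all 4 plates, among genes with a UMI in at least 20% of cells of every plate. High- and low-resolution plates were compared with edgeR 4.0.16 (quasi-likelihood test with Benjamini-Hochberg adjustment, TMM normalization, filterByExpr) on expected counts summed over the cells of a plate and rounded, with DESeq2 1.42.0 as an alternative. Standard errors were derived from the fold change and its F statistic. The genes named are those that the paper names and, by a rule set before the data were examined, as were all alternatives but one, the 5 with the highest and the 5 with the lowest mean rho outside the EMT lists, and the 5 largest rises and 5 largest falls between the experiments among genes past the threshold with plates that do not overlap. One gene that this rule selects is not reported here. The paper's figures show values for the genes it names, so these had been seen.

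The scoring was tested on simulated counts with a known gradient at the real depths. The score had a rho of 0.968 to 0.979 with the gradient. The threshold of 0.3 was reached by 89% to 95% of changed genes and at most 0.283% of unchanged genes. These counts had Poisson noise only, and the changed genes were drawn from those in at least 20% of cells. Of the 115 listed mesenchymal genes, 59 had a UMI in at least 5% of cells, so these rates need not hold for the real score. The edgeR step was tested on 12399 simulated genes with 200 changed, for the comparison of high- with low-resolution plates. At a dispersion of 0.01 it recovered 96.5% of them with 7 false calls, and at 0.05 it recovered 59% with 3.

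The alternatives were another score (mean z-score difference), equal depth, no mitochondrial limit, mitochondrial counts left out, listed genes in at least 5% of cells, each plate scored alone, the cell cycle scores regressed out, other limits on rho and features, other principal components, and each plate left out in turn. The Hallmark and Wikipathways gene sets and CellPhoneDB were not used here.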

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

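The tests of the mitochondrial share were chosen only after that result was seen. Those of the genes that follow the EMT score were chosen before the genes were counted, when the EMT scores themselves had been computed.

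Outside the EMT gene lists, 375 of 7959 genes followed the EMT score in all 4 plates, 183 upward and 192 downward, which the paper does not report. The highest mean rho over the plates was that of MT2A (0.763), followed by TIMP1 (0.758), ANXA5 (0.723), SERPINE2 (0.721) and ITGB1 (0.721). The lowest was that of FXYD3 (-0.842), and MAL2 (-0.788), SPINT2 (-0.758) and ALDH1A3 (-0.750) were also among the lowest. SERPINE2 differed most between plates among these, from 0.582 to 0.836. Differences in depth as the cause would have brought these correlations close to 0 in cells thinned to 10000 UMIs, but the median size of rho over the 375 genes was 0.334, against 0.461 at full depth, with the sign kept for 100% of them. After the cell cycle scores were regressed out it was 0.449, although the rho of the EMT score with the S score turned from positive values (0.0663 to 0.107) to negative ones (-0.241 to -0.0783) in every plate. None of 20 pairs of random lists of the same sizes had a gene that passed in all 4 plates (0 genes at most), so the number does not come from scoring any pair of lists. Random lists hold no shared gradient, so they leave open whether other lists with a gradient would give as many. These tests leave a shared program of EMT as a hypothesis, found and tested in the same cells. The position of the cells in the patch is an untested explanation, as is the sharing of cell quality between genes.

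Cells with a higher EMT score had a lower share of mitochondrial counts, which the paper does not discuss. The mean rho over plates was -0.398 ± 0.0738 (SD, n = 4), with values from -0.475 to -0.298. If mitochondrial counts lowered the other genes by taking up library size, leaving them out before log-normalization would remove the relation, but the mean rho was then -0.405. Equal depth gave -0.383. More RNA per cell would make the score rise with gene counts per spike-in count in every plate, and that rho ran from -0.123 to 0.0416. The relation was smallest with the cell cycle scores regressed out, at -0.275. A difference in cell quality or in mitochondrial content between cells of low and high score stays open, and no biological explanation was tested.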

How the results depend on the processing

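The principal components of log-normalized values were chosen as an alternative only after the data were examined. Values are means over the 4 plates unless a count is given.

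The direction of the EMT score against the 4 markers CDH1, EPCAM, VIM and FN1, and that of the E score against the M score, held in every setting run. Of the marker values, CDH1 moved to -0.554 and EPCAM to -0.575 at equal depth, and FN1 to 0.727 at equal depth and to 0.725 without the mitochondrial limit. The dip statistic of the EMT score was 0.0707, and it fell to 0.0392 for the mean z-score difference, to 0.0525 at equal depth and to 0.0537 with the cell cycle scores regressed out. Without one plate at a time it lay between 0.067 and 0.0733. That of the first principal component of low-resolution replicate 1 fell from 0.0369 to 0.0275 without the mitochondrial limit, below its limit of 0.0291. In the high-resolution replicates it rose from 0.0158 and 0.0177 to 0.0281 and 0.0291 with the cell cycle scores regressed out. These values stayed below the limits of 0.0313 and 0.0311.

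The correlation with the first principal component was 0.798 in size. It rose to 0.907 with the cell cycle regressed out, and fell to 0.735 without the scored genes and to 0.654 on log-normalized values. Without one plate at a time it lay between 0.747 and 0.818, lowest without high-resolution replicate 1, when the other high-resolution plate was scored alone. The R2 with the nearest neighbours was 0.937, and became 0.914 for the mean z-score difference, 0.886 at equal depth and 0.919 with the cell cycle regressed out. The correlation between E and M scores, -0.754, became -0.761 for the mean z-score difference, -0.743 at equal depth, -0.773 for genes in at least 5% of cells and -0.801 with the cell cycle regressed out. Without one plate at a time it lay between -0.76 and -0.75. The spread of this correlation over plates is small (SD 0.00497), so the shifts under the changed settings exceed it. Of the values without one plate, only that without high-resolution replicate 1 (-0.76) moved by more than this SD. The EMT score's correlation with UMIs per cell went from -0.0751 to -0.204 with the cell cycle regressed out.

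The correlation with the S score, 0.0913, was 0.126 at equal depth, 0.136 without the mitochondrial limit and 0.111 without mitochondrial counts. With the cell cycle scores regressed out it reversed to -0.164, and that with the G2/M score, 0.209, reversed to -0.119. The mean for G2/M comes from the high-resolution plates (-0.267 and -0.204), while the low-resolution plates had -0.00693 and 0.00403. The S score gave -0.102 and -0.0783 in the low-resolution plates and -0.241 and -0.232 in the high-resolution plates. For these and the other shifts the cause was not tested.

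Of genes outside the lists, 375 followed the EMT score, and 141 of the 4342 that could be tested at equal depth. A limit on rho of 0.2 gave 786 and one of 0.4 gave 181. Without one plate at a time, 396 to 440 genes passed. UMIs per cell, 33930 over all wells, were 39606 in the cells that passed and 22631 without mitochondrial and spike-in rows, as the removal of shallow wells or of rows requires.

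Between high- and low-resolution plates, edgeR called 1547 of 12437 genes, and DESeq2 called 1070. Without one plate at a time the counts were 982 to 1172. The lowest were 982 without low-resolution replicate 1 and 987 without high-resolution replicate 2, in fits where the lone plate is assumed to vary like the other group. With the replicate block, 2023 genes were called. The numbers share only a label: same-numbered plates deviated from their group means with a correlation of -0.0244. No filter on low counts gave 2146.

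Comparisons of regions with their alternatives were not run. Depth limits the rarer genes most: of 40 ligands and receptors, 37 reached 20% of cells in both high-resolution plates at full depth and 29 at equal depth.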

Differences from the paper's values

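The dip statistic of the first principal component was chosen as a test only after the EMT scores were seen.

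The paper's numbers of analyzed cells, 743 for low and 696 for high resolution, are above those that passed the stated filter, 562 and 584. No change made to that filter reached them: the largest numbers were 653 and 660, without the mitochondrial limit. Wells with at least 1000 UMIs, with no limit on features or mitochondrial share, were more numerous than the paper's cells, with 382 and 382 in the low-resolution plates and 377 and 379 in the high-resolution plates. That alternative was used only to compare the experiments. The gaps to the stated filter are 181 and 112 cells. The paper's mean of 34492 UMIs is within the spread of the plate means of the value here, 33930. Without mitochondrial and spike-in rows, a setting chosen before the data were examined, the mean was 22631.

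The paper describes the EMT score as changing continuously over the cells of both experiments. Neighbouring cells had similar scores here, with a mean R2 of 0.937. Separate groups of cells would also give a high R2, so it cannot tell them from a continuum. Numbers of cells along a score depend on how many cells of each region were sorted, so they cannot decide whether the change is continuous. Along the GSVA score, the middle of 3 equal parts of the range held from 12.4% to 22.9% of cells in the 4 plates. The dip statistic exceeded that of 95% of uniform samples. Along the mean z-score difference the middle part held from 32.8% to 37.8%, and along the GSVA score at equal depth from 23.2% to 35.1%. The dip statistic exceeded its limit also for the mean z-score difference in all 4 plates (lowest in high-resolution replicate 2, at 0.0312 against 0.0311). Along the first principal component it did so in the low-resolution plates (0.0369 and 0.0461; in replicate 1 not without the mitochondrial limit, at 0.0275) and not in the high-resolution plates (0.0158 and 0.0177).

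The paper names tumor necrosis factor among the EMT inducers enriched at the edge, on a minimum of 20% of the cells of a population. TNF had a UMI in 12 of 291 and 5 of 293 cells of the high-resolution plates. If all of these cells were in one region, that region would reach the minimum with no more than 60 cells in replicate 1 and 25 in replicate 2. These are the cells that passed here, plate by plate, while the paper analyzed more cells, over both replicates, so its regions hold other sets of cells. The paper's Figure 3 shows TNFSF12 and its receptor TNFRSF12A. They were found in 19.6% and 16.0%, and in 97.6% and 98.6%, of the sorted cells of all regions together. Of all 40 ligands and receptors, 37 reached the minimum over all regions together in both plates, CD44, EGFR, EPGN and HBEGF among them.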

Other observations

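The tests of the distribution of the EMT score, that of the sequencing run, and those that part the genes differing between experiments by whether they follow the score, were chosen only after the results were seen.

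The dip statistic of the GSVA EMT score exceeded that of 95% of uniform samples in all 4 plates. This does not hold for any pair of lists, since the largest value of 200 random pairs was 0.0299. Random lists hold no shared gradient, so they leave open whether GSVA parts cells that lie on a continuum. The number of cells sorted from each region also sets the shape of this distribution and was not tested. At equal depth the lowest over plates was 0.0364, and with the cell cycle scores regressed out it was 0.0472, both above the limits of uniform samples, which argues against depth, and against the linear trend with the cell cycle scores that was removed, as the whole cause. The regression did not make the EMT score independent of the S score: rho turned from 0.107 and 0.104 to -0.102 and -0.0783 in the low-resolution plates, and from 0.0663 and 0.0889 to -0.241 and -0.232 in the high-resolution plates, so a part of the cell cycle is not excluded. In the low-resolution plates, the first principal component had a dip statistic of at least 0.0369, above its limit. In replicate 1 this rests on the mitochondrial limit, since the value without it was 0.0275, below the limit of 0.0291, while replicate 2 stayed above (0.0327). In the high-resolution plates it was 0.0158 in the lower plate while the mean z-score difference stayed above its limit, by the smallest margin in replicate 2 (0.0312 against 0.0311), so cells parted by the scoring and cells parted in expression cannot be told apart in either experiment: the first principal component also carries other variation.

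The markers of Figure 2E followed the EMT score computed without them. For CDH1 on chromosome 16 rho was -0.703 and -0.698 in the low-resolution replicates and -0.753 and -0.744 in the high-resolution replicates. EPCAM on chromosome 2 had -0.730, -0.626, -0.786 and -0.728 in the same order. VIM on chromosome 10 had 0.455, 0.571, 0.626 and 0.707, and FN1 on chromosome 2 had 0.739, 0.728, 0.766 and 0.744. Among the listed genes, 52 of 62 epithelial genes had a negative rho and 60 of 84 mesenchymal genes a positive one in all 4 plates. The epithelial gene SDC4 and the mesenchymal genes CYP1B1, GLYR1 and ASPN, singled out after their values were seen, went the other way in all 4 plates. CYP1B1 had a mean rho of -0.310 and a UMI in 93.5% of cells. SDC4 had a mean rho of 0.162, with 0.0330 and 0.0691 in the high-resolution replicates. The values of GLYR1 (mean rho -0.0454) and ASPN (-0.0446, with a UMI in 1.68% of cells) were too small to count as a reversal.

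Several genes that the paper places at the edge or in the center were set against the EMT score in the high-resolution plates, without the region of the cells. SNAI2 (rho 0.565 and 0.622), NRP1 (0.694 and 0.654), COL8A1 (0.516 and 0.577), LAMC1 (0.544 and 0.538) and CD44 (0.609 and 0.589) rose with it. COL4A1 (0.334 and 0.334) rose as well. For EFNB2 (0.182 and 0.335), which the paper reports in the outermost and middle populations, rho was also positive. EPHB4 (0.061 and 0.083), reported in the same populations, had values near 0. DSC2 (-0.630 and -0.692) and DSG2 (-0.201 and -0.248) fell. EPGN (-0.601 and -0.600), LAMA3 (-0.171 and -0.204) and HBEGF (-0.141 and -0.190), which the paper reports at the edge, also fell. EGFR had values near 0 (0.100 and -0.041), as did TNF (0.058 and -0.053). The paper's placements compare regions, and those of the EGF pathway genes and TNF were inferred with CellPhoneDB. A rho with the score over the cells of all regions together does not test them.

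The plates of the 2 experiments differed in 1547 of 12437 genes by edgeR, 778 higher and 769 lower at high resolution. The largest rises were those of INSC (log2 fold change 3.17, SE 0.49, adjusted p = 0.00178 from edgeR), IL24 (2.90, SE 0.55, adjusted p = 0.00564 from edgeR), IL6 (2.80, SE 0.37, adjusted p = 0.000789 from edgeR), CALB2 (2.54) and ACAN (2.52). The largest falls were those of SERPINB3 (-3.39), DDIT4L (-2.86), ZSCAN12P1 (-2.68), TTC39A (-2.60) and ABCA1 (-2.54). These genes have few counts, from 31 for SERPINB3 to 208 for ACAN over the 4 plates, and DESeq2 gave an adjusted p only for ACAN. With edgeR, some calls were lost without 1 of the plates. Without low-resolution replicate 1 the adjusted p was 0.116 for CALB2, 0.0926 for SERPINB3 and 0.118 for DDIT4L by edgeR. Without low-resolution replicate 2 it was 0.0555 for CALB2, 0.0610 for TTC39A and 0.0977 for ABCA1. Without high-resolution replicate 1 it was 0.261 for CALB2, and without high-resolution replicate 2 it was 0.0686 for IL24, 0.166 for SERPINB3 and 0.155 for TTC39A. All other adjusted p of these 10 genes without 1 plate were below 0.05. The sizes, and with them the order of these genes, also rest on single plates. Without low-resolution replicate 1 the log2 fold change of DDIT4L was -1.65, and without low-resolution replicate 2 it was -3.49 for DDIT4L and 3.98 for INSC. Without high-resolution replicate 1 it was 1.74 for CALB2 and -3.48 for TTC39A, and that of SERPINB3 was -6.96, a fitted value against a plate with 0 counts. Without high-resolution replicate 2 it was 1.94 for IL24, -2.31 for SERPINB3 and -1.96 for TTC39A. Among the markers, SNAI2 (1.36), VIM (0.94) and FN1 (0.77) were higher and CDH1 (-0.68) was lower at high resolution, and these 4 calls held without each plate in turn and by DESeq2. EPCAM (-0.11) was not called, and NRP1 (0.45, adjusted p = 0.0358 from edgeR) was called with all plates but not by DESeq2 (0.0645) nor without any 1 plate (0.0693, 0.0966, 0.0714 and 0.183).

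The cells sorted differ by design, since the regions of the 2 experiments have different widths, and batches of culture, labeling or library are not given in the sources used here, so such a batch cannot be separated from the experiment. The sequencing run of low-resolution replicate 1 cannot be the whole cause. Without that plate, where the other 3 plates share a flow cell by their file names, 982 of 12830 genes were called, against 987 to 1172 without 1 of the other plates. The lone low-resolution plate is assumed in that fit to vary like the high-resolution plates. Over the genes past the count filter, low-resolution replicate 2 also had a higher Spearman rho with low-resolution replicate 1 (0.987) than with the high-resolution plates of its own flow cell (0.977 and 0.976). A smaller part of the run is not excluded. A different share of cells with a high EMT score could be part of the difference. On one scale for all cells, the mean z-score difference was -0.105 and -0.187 in the low-resolution plates and 0.148 and 0.130 in the high-resolution plates. Of the called genes tested in both ways, 21.0% followed the EMT score, against 2.54% of the other genes, and of those 246 genes 98.0% moved in the direction that this difference gives. It cannot be the cause of all calls, since 157 called genes found in at least 50% of cells of every plate had a mean rho under 0.1 in size, where the threshold allows 58.5 false calls among the 1171 called genes tested in both ways. The limit of 50% was added after a first count without it, which was higher.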
